A study of Mus musculus with 6 samples. Its data were reported in "Microglial PGC-1α protects against ischemic brain injury by suppressing neuroinflammation" (2021).

How the data were processed

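Gene expression was measured in 6 samples of mouse microglia, labelled male and aged 10 weeks. Per the labels and the study's methods, cells were isolated through the surface receptor P2RY12 with a magnetic selection kit. PGC-1αf/f mice carry a PGC-1α transgene that stays silent until Cre acts on it. In mPGC-1α mice, a Cre recombinase inserted into the Cx3cr1 locus and activated by tamoxifen switches the transgene on in microglia. The controls were PGC-1αf/f littermates without Cre. There were 3 arrays of each group. Groups and replicate numbers were taken from the labels.

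The authors amplified total RNA, labelled the product with the dye Cy5 and hybridized each sample to a 1-colour Agilent mouse expression array. The deposited scanner files give, per spot, the intensity from Agilent's Feature Extraction software after subtraction of background and correction of spatial trends within the array. They also give flags for spots well above background, saturated spots and outlier spots. The deposited table of the whole series held the same intensity values without normalization between arrays. For the microarrays, the study's methods name GeneSpring for normalization and give no test per gene or threshold specific to them. All 6 arrays lay on 1 slide, with the PGC-1αf/f arrays in slide row 1 and the mPGC-1α arrays in slide row 2. Slide row and group therefore cannot be told apart. Columns 1 and 2 of the slide held an array of each group.

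Control spots were left out, as were spots flagged as outliers on an array. Log2 intensity was reduced by each array's 75th percentile over the 59305 non-control spots, and spots of the same probe were averaged. A probe counted as well above background on an array when at least 0.5 of its spots were. Probes well above background on all arrays of at least 1 group were tested, which left 25333 of 56605 probes. A p-value could be computed for 25257 of these. Probes were named by matching their transcript accession to a RefSeq gene table of the assembly GRCm38.p6, used for names and gene order only. A single gene symbol was found for 33767 probes, covering 23462 genes. The tested probes with a symbol numbered 17884, for 13127 genes. Where a gene was reported once, the probe with the highest mean signal and a value on all 6 arrays stood for it.

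Each probe was fitted with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, together with the package data.table (version 1.17.8), and p-values were adjusted by the Benjamini-Hochberg method. The threshold was an adjusted p of 0.05. A second count took probes with an absolute log2 fold change of at least 1 and an unadjusted p under 0.05. Where a probe was not well above background on any array of a group, only a bound was given. Where some arrays of a group measured it, the fitted difference is given with their number. The bound sets the mean of the brighter group against the mean of, per array, the higher of the lowest signal well above background and the probe's own signal. Gene sets were tested with limma's camera at a preset correlation of 0.01, beside fry and camera with an estimated correlation. Figures were drawn with matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.

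The comparisons, the list of 45 genes the study names, 9 gene sets, 7 lists of cell type markers and the rule for naming genes were fixed before the data were examined. The rule took up to 5 genes with the highest and up to 5 with the lowest log2 fold change among probes past the threshold. These had to have a gene symbol, to be well above background on all 6 arrays and to have groups that did not overlap. Ppargc1a, Cx3cr1 and members of the study's list were named in addition. One member of that list is not reported here by name. The 9 sets were the study's inflammation panel, autophagy and mitophagy, mitochondrial antioxidants and uncoupling proteins, the nuclear-encoded respiratory chain, PGC-1α partners and biogenesis factors, microglial identity, microglial activation, interferon response, and immediate-early and dissociation response. The marker lists covered neurons, astrocytes, oligodendrocytes, endothelial and mural cells, blood leukocytes, border macrophages and erythroid cells. Lists of p53 targets, neutrophil transcripts, Y-linked genes and the female gene Xist were added after the data had been seen.

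Alternatives were quantile normalization, a median shift, normexp background correction with an offset of 50 and quantile normalization, the deposited table without normalization, no filter on dim probes, a filter requiring all 6 arrays, the replicate number as a block, array weights, eBayes with trend and robust, the slide column as a random block, genes in place of probes, and leaving out each array in turn. For normexp the median spot intensity was used in place of the mean. A fit with the mean of the blood leukocyte markers as a covariate was chosen after seeing the data. It was not applied to the cell type lists, which contain those markers.

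The fit was tested on simulated data for the comparison of mPGC-1α with PGC-1αf/f, with the real means and spreads of 22997 probes and 200 probes changed. Of the probes changed by a log2 value of 1, 34.3% were recovered, against 80.6% at 2 and 93.9% at 3. Among 141 calls, 1.42% were of unchanged probes. With no change simulated there were 0 calls by limma, and camera called 0 of 20 random sets. Each simulated probe varied independently of the others. The simulation therefore cannot show how camera behaves on sets whose genes vary together. The number of arrays limits the precision. Between 27025 and 30272 spots per array were well above background.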

Results

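To determine how PGC-1α overexpression alters gene expression of microglia at rest, sorted PGC-1αf/f and mPGC-1α microglia were profiled on 1-colour arrays (n = 3 each). PGC-1α, encoded by Ppargc1a, is a transcriptional coactivator linked to mitochondrial biogenesis. The number of spots well above background was 27025, 29225 and 30272 on the PGC-1αf/f arrays and 28410, 30082 and 29144 on the mPGC-1α arrays, of 59305 spots each. The 75th percentile of the signal ranged from 1012 to 2138 intensity units, and 0 spots were saturated. All values below are log2 signal minus this percentile of the array.

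The targeted gene was examined first. The brighter Ppargc1a probe (A_51_P279038) gave 0.19, -0.44 and -1.21 in PGC-1αf/f microglia and 0.57, 0.28 and 0.08 in mPGC-1α microglia. The group means were -0.49 ± 0.70 (SD, n = 3) and 0.31 ± 0.25 (SD, n = 3). The difference was 0.80 on the log2 scale (SE 0.35), or 1.74-fold, with a limma adjusted p of 0.306. A second probe (A_55_P2745394) differed by 0.59 (SE 0.38, adjusted p 0.446). The groups overlapped for both probes, so the higher mean did not exceed the spread between replicates. The lowest of the 17 alternative values of the brighter probe, 0.39, came from the fit with blood leukocyte markers as a covariate, and without PGC-1αf/f replicate 3 the difference was 0.44. Whether these probes match the transcript of the transgene was not analysed here.

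Next, the similarity of whole profiles was compared. The mean Pearson correlation across 22997 probes was 0.971 within groups and 0.954 between groups. Genes are not independent replicates, so the difference of 0.0172 was tested by an exact permutation of the 6 arrays (one-sided p = 0.1), which is the smallest p this design allows. PGC-1αf/f replicate 3 had a mean correlation of 0.928 with the other arrays, while the lowest correlation among the remaining pairs was 0.967. Without that array the difference was 0.00849.

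Across all tested probes, limma placed 20 past an adjusted p of 0.05, with 18 higher and 2 lower in mPGC-1α microglia. Gene symbols were assigned to 10 of them, and 7 were well above background on all arrays. In addition, 10 were not well above background on any array of 1 group. At an unadjusted p under 0.05 there were 1901 higher and 2325 lower probes. Of the 22997 probes with values on all arrays, 25.2% had groups that did not overlap, where chance gives 10% for 3 arrays against 3. The count was sensitive to single arrays and to the model. It was 0 by limma without mPGC-1α replicate 3 (1325 probes higher and 2010 lower at an unadjusted p under 0.05), 1 without mPGC-1α replicate 2 and 2 without PGC-1αf/f replicate 2. The largest count among the alternatives, 754, came from array weights. On mPGC-1α replicate 3 the Y-linked genes were not well above background, although all samples are labelled male. By the criterion of a 2-fold change with an unadjusted p under 0.05, 560 probes were higher and 208 lower, which is 72.9% higher. Those with a gene symbol covered 348 genes that were higher and 93 genes that were lower. A median shift in place of the 75th percentile moved the median log2 fold change of all probes to -0.14, and 54.5% of its 2-fold probes were higher.

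**Figure D1:**
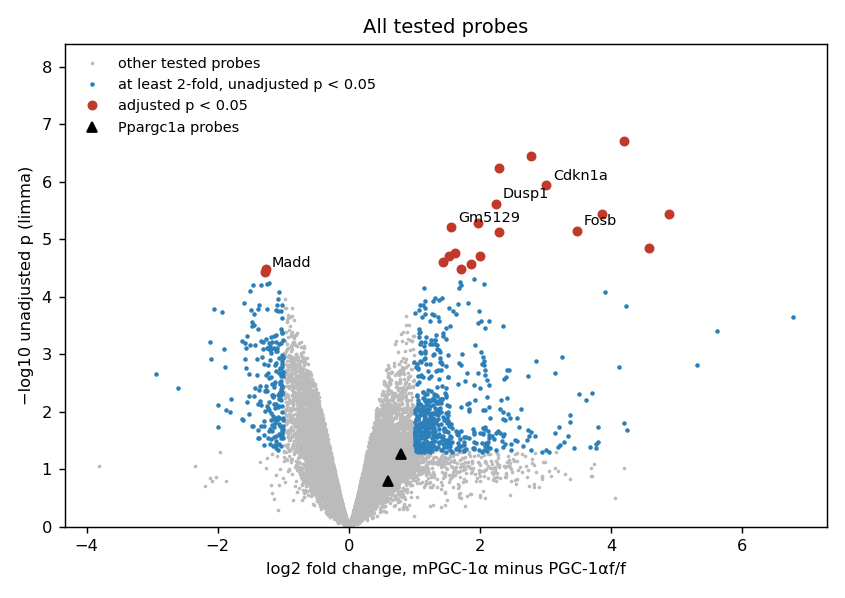
Log2 fold change of mPGC-1α over PGC-1αf/f (x axis) against −log10 of the unadjusted limma p (y axis) for each tested probe, with fitted values also for probes below background in 1 group. The 20 probes past an adjusted p of 0.05 include 18 on the right, and both Ppargc1a probes (triangles) lie among the probes that did not pass.

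By the naming rule, 4 genes were higher and 1 was lower. Fosb rose by 3.48 (SE 0.29, adjusted p 0.0169), from -1.93 ± 0.44 to 1.55 ± 0.42 (SD, n = 3 each, limma). Cdkn1a, which encodes the cell cycle inhibitor p21, rose by 3.00 (SE 0.19, adjusted p 0.00726). Dusp1 was higher by 2.24 (SE 0.16, adjusted p 0.0122) and Gm5129 by 1.56 (SE 0.13, adjusted p 0.0169). Madd fell by 1.28 (SE 0.14, adjusted p 0.0477). For each of these 5 genes all 3 arrays of one group lay beyond the 3 of the other. Madd stayed past the threshold under 2 of 17 alternatives, with adjusted p from 0.00938 to 0.257. Fosb stayed under 12, Cdkn1a and Dusp1 under 13 each, and Gm5129 under 8. The other named probes past the threshold were chosen after their values were seen. Gdf15 rose by 2.29 and Synj1 by 1.71, each well above background on 2 of the 3 PGC-1αf/f arrays. D630023F18Rik, Matn1 and a second Cdkn1a probe were not well above background in PGC-1αf/f microglia, and were at least 9.42-fold, 9.32-fold and 8.39-fold higher in mPGC-1α microglia.

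**Figure D2:**
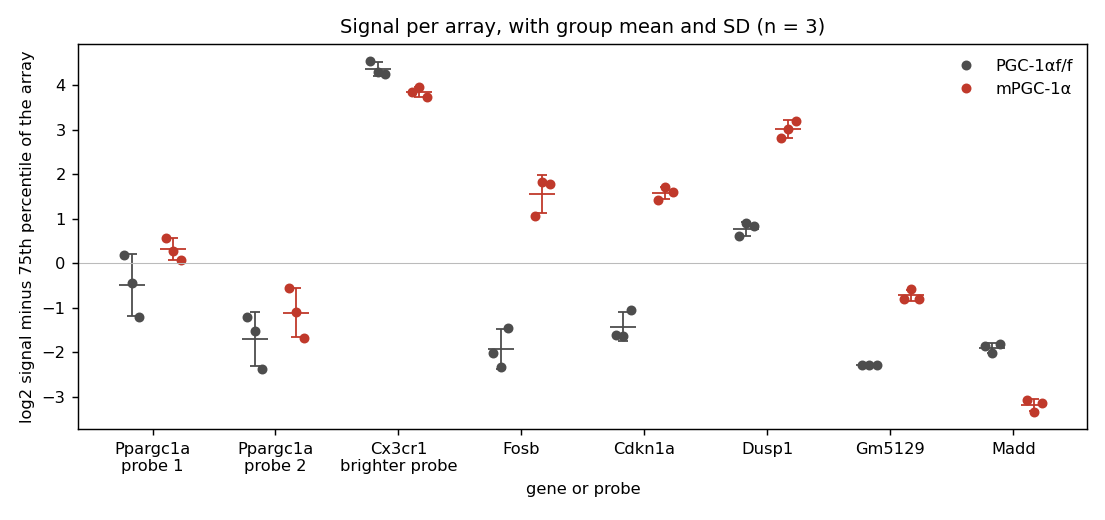
Log2 signal minus the 75th percentile of the array (y axis) for Ppargc1a, Cx3cr1 and the named genes (x axis), with 1 point per array and bars for the mean and SD of 3 arrays per group. The Ppargc1a groups overlap, whereas Fosb, Cdkn1a, Dusp1, Gm5129 and Madd do not.

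Then the genes named by the study were compared. Of 45 listed genes, 35 had a tested probe with values on all 6 arrays. Among the others, Ctcfl, Il10, Il17a, Il4, Nlrp3 and Pparg were not well above background on all arrays of either group, and Kcnk13, P2ry12 and Prdx3 lacked a value on at least 1 array after removal of outlier spots. Over their remaining arrays, Kcnk13 fell by 0.43, P2ry12 by 0.31 and Prdx3 by 0.12 (limma adjusted p over all probes 0.375, 0.478 and 0.776). Limma placed 0 of the 35 past an adjusted p of 0.05 over all probes and 0 when adjusted over the list alone (smallest adjusted p 0.0754). At an unadjusted p under 0.05, 7 were higher and 3 lower. The largest number past the threshold over the list alone was 5, with array weights. Among inflammatory genes, Il1b was higher by 2.04 (SE 0.57, adjusted p 0.194), from 0.36 ± 1.102 to 2.40 ± 0.66 (SD, n = 3 each, limma). Nos2 differed by 2.34 but was well above background on 4 arrays. Ccl2, Tnf and Ccl5 were higher by 1.41, 1.03 and 0.87, whereas Tgfb1 fell by 0.44 and Il6 by 0.23. Without PGC-1αf/f replicate 1 the difference in Tnf was 0.63. Il1b and Nos2 passed the threshold in the table without normalization, and in none of their other alternatives. Of autophagy genes, Map1lc3b was higher by 0.43, Ulk1 fell by 0.27 and Sqstm1 differed by 0.0007. Without PGC-1αf/f replicate 3, Ulk1 fell by 0.08. Esrrg was higher by 1.05. Esrra differed by 0.11 and changed sign under a median shift, to -0.03. The 2 probes of Immt and of Ucp2 differed in sign. Cx3cr1, the locus that carries Cre, fell by 0.51 at its brighter probe (SE 0.14, adjusted p 0.194), and a second probe with values on 4 arrays fell by 0.85. All mPGC-1α values of both probes lay below those of PGC-1αf/f.

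Moreover, gene sets were tested as a whole. Camera placed 5 of 9 sets past an adjusted p of 0.05, all higher in mPGC-1α microglia. The interferon response had a median log2 fold change of 1.08 (24 of 25 genes higher, adjusted p 8.78e-14), and the immediate-early and dissociation response 0.60 (22 of 24, adjusted p 1.54e-10). The respiratory chain was at 0.25 (59 of 61, adjusted p 7.97e-07), microglial activation at 0.24 (19 of 21, adjusted p 0.000199) and the study's inflammation panel at 0.87 (11 of 15, adjusted p 0.00273). Under fry 2 sets held, the interferon and immediate-early responses (adjusted p 0.0378 and 0.000498). With an estimated correlation only the immediate-early set held (adjusted p 0.0173), which was the setting that moved the count most. The inflammation panel did not pass camera without PGC-1αf/f replicate 1 (median 0.63, adjusted p 0.0784) or with array weights (0.57, adjusted p 0.0655). Without PGC-1αf/f replicate 3 the medians of the respiratory chain and of microglial activation were 0.14 and 0.10. The remaining sets did not pass. Mitochondrial antioxidants and uncoupling proteins had a median of 0.16 and microglial identity -0.05. Autophagy and mitophagy genes had a median of 0.02 and a mean of 0.0019 while camera's direction was down, and the median was below 0 under each of the 4 scaling alternatives. PGC-1α partners had a median of -0.04 and a mean of 0.04, with camera's direction down.

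**Figure D3:**
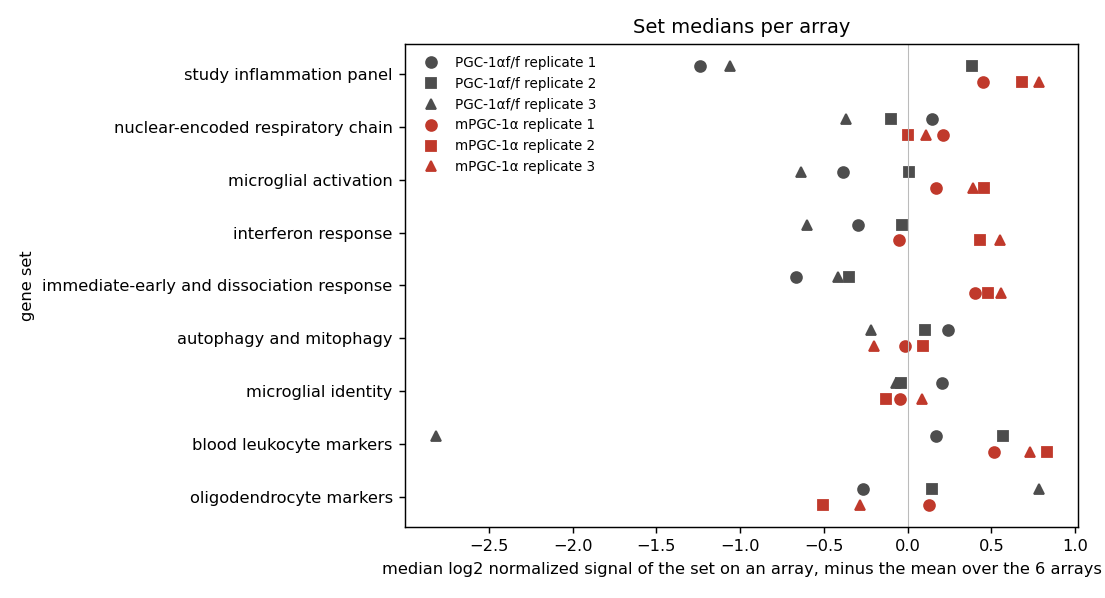
Median log2 normalized signal of each gene set on each array, minus its mean over the 6 arrays (x axis, log2), for 7 gene sets and 2 lists of cell type markers (y axis) with a symbol per replicate. The immediate-early set, the inflammation panel and microglial activation have all mPGC-1α arrays above the PGC-1αf/f arrays, with the widest gap for the immediate-early set, and blood leukocyte markers are lowest on PGC-1αf/f replicate 3.

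Marker lists of other cell types were tested in the same way. Camera placed 3 of 7 past an adjusted p of 0.05, and fry and the estimated correlation placed 0, while unadjusted p-values under 0.05 were found for oligodendrocyte markers with both (fry 0.0155, estimated correlation 0.0488). Blood leukocyte markers were higher with a median of 1.41 (22 of 23 genes, camera adjusted p 0.000562), endothelial and mural markers with 0.51 (11 of 11, adjusted p 0.0359), and oligodendrocyte markers were lower with -0.55 (11 of 15, adjusted p 0.000562). A single control array carried much of the size of these medians. Without PGC-1αf/f replicate 3 they were 0.35 for leukocytes, -0.36 for oligodendrocytes and 0.06 for endothelial and mural cells. The first 2 lists still passed camera (adjusted p 0.000351 and 4.26e-05) and the third did not (0.421), while erythroid markers passed as lower (median -0.34, adjusted p 0.0382). Medians of neuron and border macrophage markers were 0.35 and 0.27. Neuron markers were at 0.02 without PGC-1αf/f replicate 3 and passed camera without mPGC-1α replicate 2 (0.46, adjusted p 0.0102). Border macrophage markers passed without mPGC-1α replicate 1 (0.46, adjusted p 0.00732) and were at -0.09 without mPGC-1α replicate 3. Those of astrocyte and erythroid markers were 0.07 and 0.11, and both changed sign under a median shift, to -0.06 and -0.03. Astrocyte markers passed camera as lower without mPGC-1α replicate 1 (-0.10, adjusted p 0.00392).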

Values the study reported

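By microarray, the study counted 260 genes as higher and 232 as lower in microglia from mPGC-1α mice. It put the rise in PGC-1α mRNA of primary microglia, measured by qRT-PCR, at about 2-fold. Its methods describe cultures of primary microglia from newborn mice, so these cells need not match those on the arrays. By immunostaining of microglia after tamoxifen, the study also put PGC-1α in mPGC-1α mice at about 2-fold that in PGC-1αf/f mice. That is a measure of protein and not of mRNA.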

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

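Both tests in this part were chosen only after the result was seen. Spots for E1A spike-in transcripts, which are added RNA, enter no comparison above. The 5 transcripts well above background on all arrays were brighter on mPGC-1α replicate 3 than on any other array. Over these 5, the mean log2 signal minus the array's 75th percentile was 2.10 there and between 0.87 and 1.15 on the other arrays. The other 2 mPGC-1α arrays were at 0.87 and 0.92, below the 0.97 to 1.15 of the PGC-1αf/f arrays. The higher signal therefore belongs to 1 array. A candidate explanation is a larger amount of the same spike-in mix for the RNA used. The rises of the 5 transcripts ran from 0.64 to 1.505, a range of 0.867, against 0.427 for the largest range of a transcript over the other arrays. This argues against an equal rise, although a response that is not linear in brightness was not tested. Less labelled RNA on the array is argued against by its 29144 spots well above background, within the range of the other arrays. The amount of RNA put into labelling is not covered by that test and stays open. The design names no biological explanation, and none was tested.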

How the results depend on the processing

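The alternatives were fixed before the data were examined, except the blood leukocyte covariate, which was chosen after the result was seen. The cause of each change below was not tested unless stated. Ppargc1a kept its direction and did not pass the threshold in any of 17 alternatives (0.39 to 1.14; adjusted p 0.115 to 0.834). The similarity difference stayed above 0 in 12 alternatives (0.00427 to 0.0297).

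Against 20 probes past the threshold, limma gave 11 under quantile normalization, 11 under a median shift, 11 with normexp, 9 with no filter on dim probes and 4 with the filter requiring all arrays, each of them among the 20. It gave 11 with the leukocyte covariate (10 shared). It gave 456 in the table without normalization (17 shared with the 20), 754 with array weights (315 higher, 439 lower; all 20 shared), 138 with the slide column as a random block (74 higher, 64 lower; all 20 shared; consensus correlation 0.349) and 8 for genes in place of probes. Leaving out 1 array gave 0 to 25. Against 768 probes with a 2-fold change, the count was 1165 without normalization, 1342 with no filter, 472 with the all-array filter, 370 for genes and 369 with the covariate. Leaving out 1 array gave 437 (without PGC-1αf/f replicate 3) to 1547 (without PGC-1αf/f replicate 1). Fewer or more probes tested is part of the construction of both filters. Of the 5 genes named by rule, 3 passed under a median shift, 3 with no filter, 3 with the covariate and 0 to 4 when leaving out 1 array.

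The replicate number as a block gave 0 probes past the threshold by limma (2388 higher and 2293 lower at an unadjusted p under 0.05), 0 of the genes named by rule and 1 study gene over the list alone. Deviations of same-numbered samples correlated at 0.14, 0.13 and 0.0187 for numbers 1, 2 and 3. The third is under 0.1, so the numbers were not taken to pair the samples. Same-numbered arrays 1 and 2 also share a slide column, which the random block on the column covers.

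The study's list had 0 genes past the threshold over the list alone, against 3 without normalization, 5 with array weights and 0 to 2 when leaving out 1 array. The 5 gene sets became 2 under fry and 1 with an estimated correlation, and 4 to 6 when leaving out 1 array. The 3 cell type lists became 0 under fry, 0 with an estimated correlation, 1 with array weights and 2 to 5 when leaving out 1 array. Microglial identity passed the threshold in 11 of 20 alternatives, with the leukocyte covariate at -0.13.

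Some medians near 0 changed sign. Under a median shift, Esrra went to -0.0276, autophagy to -0.114, astrocyte markers to -0.0601 and erythroid markers to -0.0261. Autophagy was at -0.0479 under quantile normalization, -0.0253 with normexp and -0.0171 without normalization. With array weights it was at -0.00732, PGC-1α partners at 0.0610, neuron markers at -0.00524, astrocyte markers at -0.165 and erythroid markers at -0.490. With the slide column as a random block, partners were at 0.0323 and erythroid markers at -0.120. With the covariate, autophagy was at -0.0103, antioxidants at -0.0205 and partners at 0.0473. Partners were at 0.00147 with no filter, and astrocyte markers at -0.00942 with the mean over the probes of a gene. When leaving out 1 array, the medians ran from -0.0128 to 0.0697 for autophagy, -0.00198 to 0.294 for antioxidants, -0.154 to 0.0466 for partners, -0.127 to 0.0252 for microglial identity, -0.102 to 0.247 for astrocyte markers, -0.0948 to 0.463 for border macrophage markers and -0.336 to 0.441 for erythroid markers.

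Signal over background limits the dim probes, since 10 of the 20 probes past the threshold have only a bound in 1 group.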

Other observations

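The tests chosen only after the result was seen were those of the immediate-early response, of a lower share of microglia, of the identity genes, of the Cx3cr1 alleles, of a swapped sample, of a dim array, of RNA of both sexes and of leukocytes behind the inflammation panel. The p53, neutrophil, neighbouring-gene, brightness, cell mix, female-animal and split tests were stated before their results were seen, for patterns already noticed.

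The split of the arrays by group was set against the other ways to divide them into 3 and 3. Of the 10 splits, 1 gave as many probes past the threshold and 1 as many 2-fold probes, the real split in both cases. For gene sets it was 5 and for cell type lists 9. With 10 splits chance cannot be excluded for any of these 4 results. For study genes over the list alone the count of 10 says nothing, because the real split had 0 genes past the threshold by limma (7 higher and 3 lower at an unadjusted p under 0.05).

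The number of genes lower by 2-fold with an unadjusted p under 0.05 was 93. That is lower than the value quoted from the study above. The number of higher genes, 348, lies above its quoted counterpart. Only probes with a gene symbol entered these gene counts, 98 of 208 lower probes and 384 of 560 higher probes. The study names no test or threshold specific to its microarrays, so its counts and those here may rest on unlike rules. The split depends on the scaling, as 208 of 768 probes were lower here and 397 of 872 under a median shift.

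The sex-linked genes did not match the label male on every array. On mPGC-1α replicate 3 the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had a mean of -5.88 and were not well above background, while Xist, which is transcribed from the inactive X chromosome of females, was well above background at -1.63. This fits RNA from a female animal as a hypothesis. A dim array is argued against, since 49.1% of its spots were well above background, within the range of the others. On PGC-1αf/f replicate 2 and mPGC-1α replicate 2, Xist was also well above background (-2.78 and -2.40) and the Y-linked genes had means of -2.03 and -1.93. The higher of these, -1.93, lay below the means of -0.87, -0.74 and -1.20 on the 3 arrays where Xist was not well above background, so these samples may hold RNA of both sexes. A wrong label and RNA carried over between samples were not tested. Without mPGC-1α replicate 3, limma placed 0 probes past the threshold (1325 higher and 2010 lower at an unadjusted p under 0.05).

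PGC-1αf/f replicate 3 stood apart from the other arrays. It was the brightest array, but after quantile normalization its mean correlation with the others was 0.932, against 0.966 for the lowest of the remaining pairs, which argues against brightness as the whole cause. A swap with an mPGC-1α sample is argued against by its mean correlation of 0.914 with that group, below the 0.949 with its own. The median of blood leukocyte markers differed by -2.98 from the mean of the other 2 control arrays, and that of erythroid markers by -1.999. A different mix of cells on this array is therefore a candidate explanation. Whether it came from the animal or the sorting stays open.

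Neutrophil-type genes were higher in mPGC-1α microglia. In a list of 20 neutrophil transcripts the median was 1.55, with 18 of 19 tested genes higher and a fry p of 0.255. The list shares 11 genes with the blood leukocyte markers and 1 with the gene sets, and 15 of its genes were well above background on all arrays. Camp, an abundant member, was at 3.83, 4.24 and 0.36 in PGC-1αf/f and 4.19, 4.25 and 4.64 in mPGC-1α microglia. The values are consistent with blood leukocytes in 5 of the samples and fewer in 1 control. A difference between the groups stays open. Without PGC-1αf/f replicate 3 the median of the blood leukocyte markers was 0.349 (camera adjusted p 0.000351). That p cannot decide the question, since the preset correlation of 0.01 treats genes that vary together as nearly independent. The list medians per array overlapped, at 1.68 and 2.08 on the remaining PGC-1αf/f arrays and 2.03, 2.35 and 2.24 on the mPGC-1α arrays. With all arrays the unadjusted p was 0.253 by fry and 0.370 by camera with an estimated correlation. A lower share of microglia that raises every other type alike is argued against by the oligodendrocyte median of -0.553. Unequal leukocytes may also enter the inflammation panel, but its median without PGC-1αf/f replicate 3 was 0.806, against 0.349 for the leukocyte list, which argues against them as the whole cause. The panel itself depended on another control array. Without PGC-1αf/f replicate 1 its median was 0.628 and it did not pass camera (adjusted p 0.0784). A biological effect of PGC-1α on the panel stays open, as does slide row.

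Cdkn1a and Gdf15 are both targets of p53. The other tested members of a list of p53 targets shifted up as a class, with a median of 0.38, 20 of 22 genes higher and a fry p of 0.00268. The list shares 1 gene with the gene sets, and 21 of its genes were well above background on all arrays. Members ran from 1.81 for Plk2 to -0.36 for Sesn1, with Mdm2 at 0.09. A response of p53 target genes in mPGC-1α mice is thus a hypothesis. It cannot be tied to the overexpression alone, since only these mice carried Cre. The immediate-early and dissociation set rose on the same 3 arrays (camera adjusted p 1.54e-10), so stress during isolation cannot be told apart from a response to PGC-1α, because both follow the same split of the arrays.

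Cx3cr1 was lower in mPGC-1α microglia. The other 14 tested identity genes had a median of -0.0385 and a lowest value of -0.39, with 9 of them lower. This argues against a general fall of identity genes as the whole cause. A smaller fall as part of the cause stays open. Under quantile normalization the identity set with Cx3cr1 passed camera (median -0.17, adjusted p 0.00136), and Cx3cr1 was at -0.62. The change of -0.510 at the brighter probe could reflect loss of 1 Cx3cr1 allele to the inserted Cre, for which about -1 would be predicted. It cannot be told apart from an effect of PGC-1α, since allele and group are the same split. Among 90 tested genes next to Cx3cr1 in the gene order of GRCm38.p6, 16.7% had an unadjusted p under 0.05. The median run of as many neighbouring genes had 13.3%, and 26.0% of runs were as high. A donor segment shorter than this window stays open.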
